A study of Mus musculus with 14 samples. Its data were reported in "The tumor suppressor MIR139 is silenced by POLR2M to promote AML oncogenesis" (2021).

How the data were processed

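RNA from 14 mouse samples was measured by sequencing of total RNA after depletion of ribosomal RNA. The samples were 4 preparations of wild-type (WT) bone marrow enriched for hematopoietic stem and progenitor cells (HSPCs), 4 of HSPCs from mice lacking Mir139 (Mir139KO), and 6 cultures of WT HSPCs transduced with a retrovirus that carries the MLL-AF9 fusion gene. Of the MLL-AF9 cultures, 3 carried a vector with neomycin resistance (neo, replicates 1 to 3) and 3 a vector with puromycin resistance (puro, replicates 4 to 6). The groups, vectors and replicate numbers were taken from the sample titles and descriptions. The labels describe cells lysed after isolation or expanded, without saying which for each sample, and HSPCs were taken as the former, whereas MLL-AF9 cells had been cultured, selected and replated, and no sample was of cultured HSPCs without MLL-AF9.

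The deposited values are raw counts, whole numbers of reads or fragments per gene with no normalization. The authors mapped the reads to the mouse genome build GRCm38 with STAR and counted them per gene with featureCounts and a GENCODE annotation. The strand setting and the treatment of reads that fall on several genes are not stated. The deposit holds 2 count tables. Their 14 shared columns held the same number in all 735700 cells, so the choice of table could not change a result. A further 10 columns belong to another series and were not used here.

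Gene identifiers were matched without version to the GENCODE annotation release M21 on build GRCm38, which placed 52403 of the 52550 genes. Coordinates are from that annotation. The GC content of a gene was that of its longest transcript, and 99.83% of the genes tested between MLL-AF9 cells and WT HSPCs had a value.

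Before the data were examined, the comparisons, tests, thresholds, gene lists and other settings to try were fixed. Each comparison used only its 2 groups in edgeR 4.0.16 with limma 3.58.1 under R 4.3.3, with TMM factors, robust dispersions and the quasi-likelihood F test. Genes with at least 10 counts in at least as many samples as the smaller group were tested. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Log2 normalized counts (CPM) used a prior count of 2. The standard error (SE) of a log2 fold change was the fold change divided by the square root of F. Short gene lists were tested with the camera test of limma at an inter-gene correlation of 0.01, adjusted over the lists. No replicate block was used, because the replicate numbers in the labels were taken as running numbers of different mice or cultures, which the labels do not state. The genes named were fixed by a rule: 27 genes that the study names for these samples, and in each comparison the 5 largest rises and 5 largest falls among called genes with a mean log2 CPM of at least 3 and no overlap between the groups. Some of the genes this rule picked are not reported here.

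The settings tried in place of these, as fixed beforehand, were RLE factors, total counts only, the DESeq2 1.42.0 Wald test, limma-voom, no filter on low counts, a mean of at least 100 counts, all 14 samples in a single fit, the other count table, immunoglobulin, haemoglobin and mitochondrial genes left out, an adjusted p under 0.01, an absolute log2 fold change of at least 1, a replicate block, each vector alone or as its own group, and each replicate left out in turn. For the gene lists, a prior count of 0.5 and an inter-gene correlation estimated per list were also tried. Settings chosen after seeing the data were a correction for GC content (a natural spline with 5 degrees of freedom per sample, entered as an offset), that correction with the replicate block, HSPC samples split at 25% of counts assigned to the gene Gm26917, pairs of WT samples of different share classes as a reference for that split, the share class as a covariate, Gm26917 left out, and MLL-AF9 replicates 4 and 6 summed.

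The steps were tested on simulated data. Among simulated genes, 200 were changed by 2 on the log2 scale at a dispersion of 0.05. With 6 samples against 4 edgeR called 200 of them, with 4 against 4 it called 200, and with 3 against 3 it called 199. With a simulated GC bias, 6899 unchanged genes were called without the GC correction and 3 with it. That bias was built from the same GC values that the correction uses. Of simulated gene lists, camera called the 1 that was shifted and 0 of the 100 that were not. The simulated genes varied independently, so this does not test camera on lists of correlated genes.

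Total counts were 35016668 to 45877994 per sample. The smallest share that could be seen, taken as 3 counts, was 0.0654 to 0.0857 CPM. Confidence intervals of shares are 95% Wilson intervals. Intervals and floors cover counting error only, because reads without molecular identifiers are not independent molecules.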

Results

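Gene expression was measured in 14 libraries, from 4 WT HSPC samples, 4 Mir139KO HSPC samples and 6 MLL-AF9 samples, of which 3 carried the neo and 3 the puro vector. Total counts were 43730547, 39515966, 45877994 and 40793425 in WT HSPC replicates 1 to 4, and 37799899, 35016668, 42404735 and 38191485 in Mir139KO HSPC replicates 1 to 4. In MLL-AF9 replicates 1 to 6 they were 37786643, 41527599, 42273629, 35629341, 43407331 and 38329220. The number of genes with at least 10 counts was 15114 ± 583 in WT HSPCs (SD, n = 4), 14710 ± 483 in Mir139KO HSPCs (SD, n = 4) and 16155 ± 403 in MLL-AF9 cells (SD, n = 6).

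A single gene, Gm26917 (ENSMUSG00000097971, 39843013 to 39846341 on chromosome 17), is annotated as a long noncoding RNA gene. It took 25.9 ± 9.92% of the counts in WT HSPCs (SD, n = 4) and 27.8 ± 7.17% in Mir139KO HSPCs (SD, n = 4). In MLL-AF9 cells its share was 9.18 ± 1.01% (SD, n = 6). Which RNA these reads come from was not tested, so the share is not read as expression of a long noncoding RNA. Each HSPC genotype held 2 libraries under and 2 over a share of 25%. The lowest HSPC share was 16.99% in WT replicate 1 (95% Wilson interval 16.98 to 17.002%) and the highest was 35.4% in WT replicate 3 (95% Wilson interval 35.43 to 35.458%). Because the share split the HSPC samples in a way the genotypes did not, group differences are given below for the low-share and high-share samples as well.

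**Figure D1:**
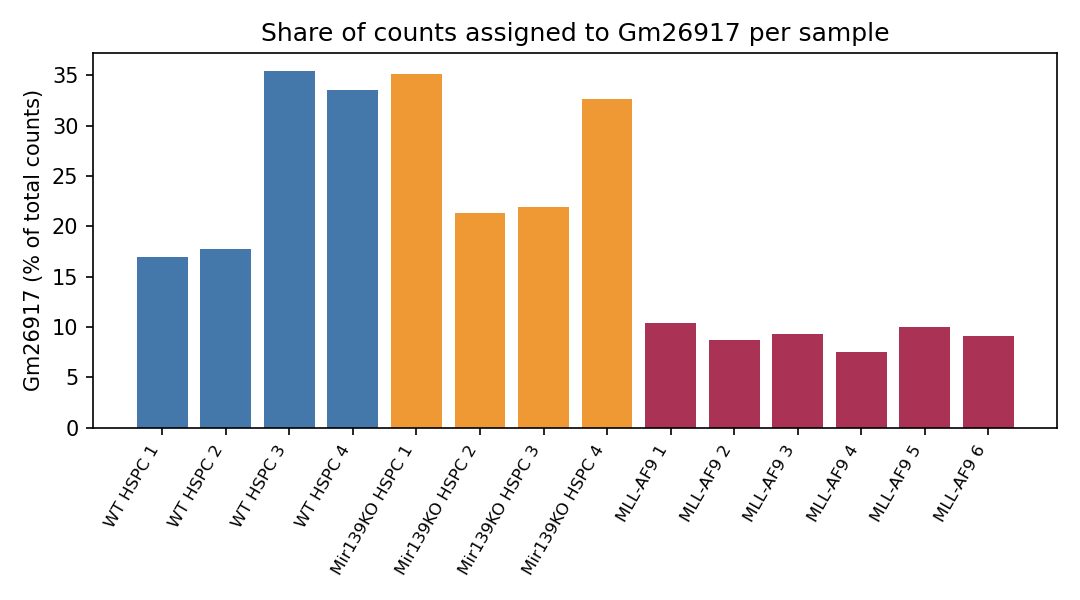
Share of total counts assigned to Gm26917, in percent, with a bar for each of the 14 libraries. WT HSPC replicates 3 and 4 and Mir139KO HSPC replicates 1 and 4 lie above 25%, and the MLL-AF9 libraries lie between 7.55% and 10.4%.

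The first principal component of log2 CPM held 76.8% of the variance and separated MLL-AF9 cells from HSPCs. The second held 7.27%. Pearson correlations of log2 CPM across genes, which are not independent replicates, ranged from 0.653 to 0.821 between WT HSPC and MLL-AF9 libraries. Between WT and Mir139KO HSPC libraries they ranged from 0.936 to 0.986, and within the WT HSPC group from 0.931 to 0.985. WT and Mir139KO libraries of the same share class correlated at 0.982 to 0.986, whereas WT libraries of different share classes correlated at 0.931 to 0.949.

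**Figure D2:**
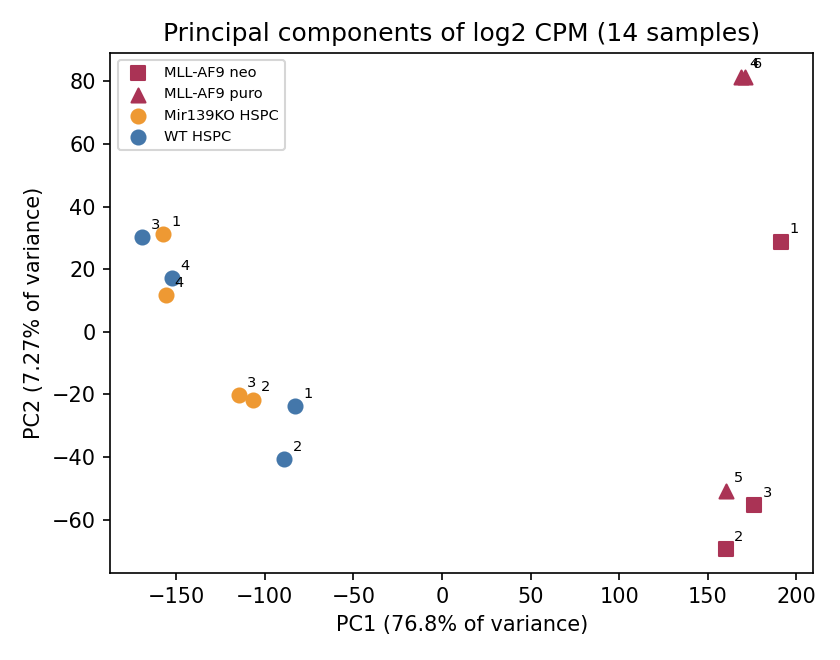
Principal component scores of log2 CPM for the 14 libraries, with component 1 on the x axis and component 2 on the y axis, replicate numbers beside the points. The MLL-AF9 libraries lie apart from the HSPC libraries on component 1, and the WT and Mir139KO HSPC libraries are mixed on it.

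The targeted gene, Mir139 (ENSMUSG00000065446, 101475376 to 101475443 on chromosome 7), was listed at 0 in all 14 libraries, so its expression could not be used to check the genotype labels or to compare the groups. Its 68 bases lie entirely inside other annotated genes. Its host gene Pde2a (ENSMUSG00000110195, 101421691 to 101512827 on chromosome 7) had 0 to 2 counts per library and only 8 of its 91137 bases outside other genes. Neither gene could be tested, and their expression was not measurable from these tables.

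The comparison of MLL-AF9 cells with WT HSPCs asks what the fusion gene changes in the cells it transforms. Of 17077 genes tested, 10630 were called, 5603 higher and 5027 lower in MLL-AF9 cells, and 9679 of them changed by at least 1 on the log2 scale. The groups did not overlap for 8662 genes, 50.7% of those tested, where chance gives 0.95%. The alternative that moved the count most was the set of genes with a mean of at least 100 counts, with 7561 called. Only 11738 genes were tested there, so the lower count does not mean a lower rate of calls. With total counts only, 9873 genes were called and the higher share of calls was 68.3% in place of 52.7%, with the median log2 fold change of all genes shifted by 0.58. Against the 2 low-share WT samples alone 7665 of 18331 genes were called, and against the 2 high-share WT samples alone 11452 of 18244 were called. Log2 fold changes had a Spearman rho of -0.392 with transcript GC content across the 17048 genes with a value, which was -0.23 against the low-share and -0.479 against the high-share WT samples. After the correction for GC content, rho was -0.042, 9991 genes were called, and the median shifted by 0.19. Of the 10630 genes, 5995 were called in the same direction in the low-share, high-share and GC-corrected fits.

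**Figure D3:**
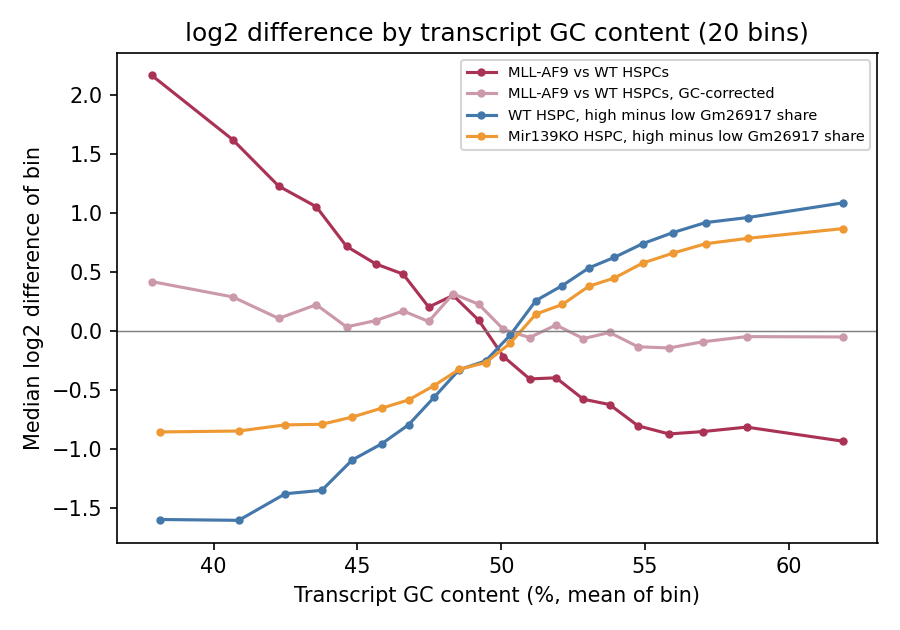
Median log2 difference on the y axis in 20 bins of genes by transcript GC content, in percent, on the x axis. Between the lowest and the highest bin, the MLL-AF9 against WT HSPC median goes from 2.17 to -0.93, and from 0.42 to -0.05 after GC correction. The difference between high-share and low-share libraries goes from -1.59 to 1.09 in WT HSPCs and from -0.85 to 0.87 in Mir139KO HSPCs.

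Among genes picked by the rule, large rises were in BC100530 (ENSMUSG00000071561, chromosome 16), Aff2 (ENSMUSG00000031189, chromosome X), Gm5483 (ENSMUSG00000079597, chromosome 16) and Lipg (ENSMUSG00000053846, chromosome 18). Their log2 fold changes were between 8.20 for Lipg and 12.30 for BC100530. The largest falls were in Ank1 (ENSMUSG00000031543, chromosome 8), Klf1 (ENSMUSG00000054191, chromosome 8), Ighm (ENSMUSG00000076617, chromosome 12), Ces2g (ENSMUSG00000031877, chromosome 8) and Prg2 (ENSMUSG00000027073, chromosome 2), with log2 fold changes between -8.20 for Ank1 and -6.87 for Prg2. Ank1 (22974844 to 23150497) fell from 401 ± 111 CPM (SD, n = 4) to 1.36 ± 0.364 CPM (SD, n = 6), with an adjusted p of 6.21e-08. These genes showed no overlap between the groups.

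Of the 27 genes that the study names, 23 could be tested and 15 were called, 5 higher and 10 lower, both over all genes and adjusted over the list alone. Ptprt and Itgam, like Mir139 and Pde2a, had too few counts. Hpgd (ENSMUSG00000031613, 56294585 to 56321043 on chromosome 8), which encodes a prostaglandin-degrading enzyme and is a miR-139 target in the study, rose from 1.99 ± 0.966 CPM (SD, n = 4) to 306 ± 289 CPM (SD, n = 6), a log2 fold change of 7.25 (SE 1.12, adjusted p 2.22e-04). It was called in all 29 alternatives, with log2 fold changes of 4.06 to 8.09, among them 6.76 against the low-share and 7.82 against the high-share WT samples and 5.75 after GC correction. The other genes that rose were Suz12, with a log2 fold change of 2.82 (adjusted p 9.20e-04), Egr1, with 2.93, Cdkn2a, with 3.57, and Cdkn2b, with 4.95. The last pair averaged 0.195 CPM for Cdkn2a and 0.0451 CPM for Cdkn2b in WT HSPCs (n = 4). The remaining genes of the polycomb repressive complex named by the study, Ezh1, Ezh2 and Eed, were not called, while Rbbp4 fell by 1.17 on the log2 scale (adjusted p 5.61e-03) but was not called with total counts only. Against the high-share WT samples alone, Ezh2 and Eed were called higher and Cdkn2a was not called. Neither Polr2m, with a log2 fold change of -0.06 (adjusted p 0.912), nor Eif4g2 (0.24, adjusted p 0.738), another miR-139 target in the study, nor Elavl1 (-0.01, adjusted p 0.977), a target known from other work, was called, and all of these changed sign under some alternatives. Eif4g2 was called higher against the high-share WT samples alone, with a log2 fold change of 1.78, and was at -0.56 against the low-share ones.

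The comparison also covers the myeloid factors that the study reports as lower in MLL-AF9 cells. Csf1r (ENSMUSG00000024621, chromosome 18) fell from 384 ± 154 CPM (SD, n = 4) to 29.4 ± 35.5 CPM (SD, n = 6), with a log2 fold change of -3.71 (SE 0.86, adjusted p 2.77e-03). Csf1r was called in all 29 alternatives, with log2 fold changes of -6.04 to -2.83. Among them were -3.18 against the low-share and -4.18 against the high-share WT samples. Its level was higher in puro than in neo cultures by 3.23 on the log2 scale, a difference that was not called. Csf3r (ENSMUSG00000028859, chromosome 4) had a log2 fold change of -1.57 (adjusted p 6.61e-03) and Id2 (ENSMUSG00000020644, chromosome 12) had -1.63 (adjusted p 3.59e-03). Csf3r was called in 26 and Id2 in 27 of 29 alternatives. Cebpa (ENSMUSG00000034957, 35119293 to 35121928 on chromosome 7) fell from 244 ± 106 CPM (SD, n = 4) to 91.5 ± 53.4 CPM (SD, n = 6), a log2 fold change of -1.42 (SE 0.46, adjusted p 0.0169), and the groups overlapped. Cebpa was called in 24 of 29 alternatives. It was no longer called after GC correction, with a log2 fold change of -0.56, or against the low-share WT samples, with -0.80. Nor was it called with total counts only, with -0.67, with the puro cultures only, with -0.81, or in 1 of 10 fits that left out 1 replicate. It stayed called with GC correction and the replicate block together. Against the high-share WT samples its log2 fold change was -1.96, and its adjusted p ranged from 1.14e-03 to 0.264 over the alternatives. Gata2 fell from 181 ± 64.4 CPM (SD, n = 4) to 5.65 ± 4.84 CPM (SD, n = 6), with an adjusted p of 2.87e-04. Cd3e, a T-cell marker, had at most 1 count in each MLL-AF9 library and was at least 187-fold lower than in WT HSPCs. Kit, Men1 and Dot1l were lower too, although Dot1l was not called after GC correction or with total counts only. Mllt3, with a log2 fold change of 0.86, and Fcgr3, with -0.72, were not called. Both passed with limma-voom, with the replicate block and against the high-share WT samples, Mllt3 as higher and Fcgr3 as lower. Fcgr3 also passed with RLE factors, the DESeq2 test, all 14 samples, neo cultures only and the vector as its own group. It passed too with the replicate block and GC correction together, and with replicates 4 and 6 summed. With 1 replicate left out, Mllt3 passed in 1 and Fcgr3 in 3 of 10 fits.

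**Figure D4:**
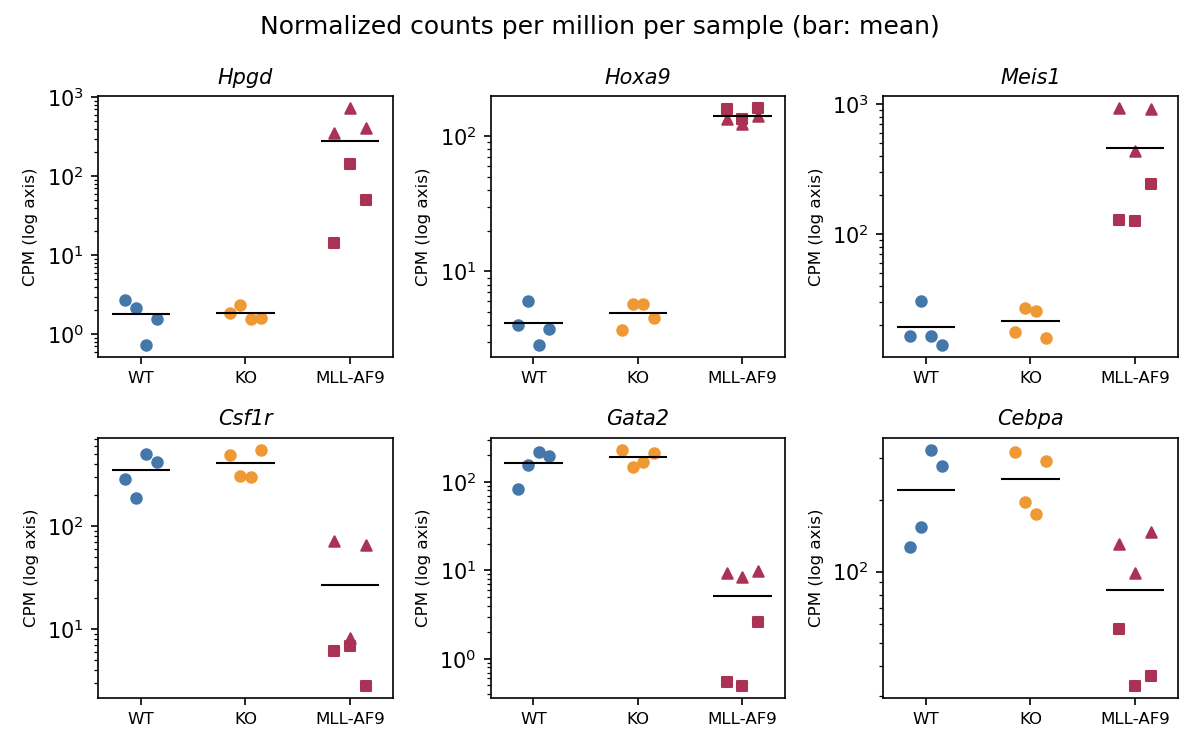
CPM of 6 genes on a log axis, normalized over all 14 libraries, with a point for each library and a bar at the group mean. MLL-AF9 libraries are squares (neo) or triangles (puro). Hpgd ranges from 0.734 to 2.75 CPM in WT HSPCs and from 14.4 to 724 CPM in MLL-AF9 cells. Cebpa ranges overlap between the groups.

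Of 17 gene lists fixed beforehand, 10 were called between MLL-AF9 cells and WT HSPCs. The HOXA cluster was higher, with 7 of 7 tested genes up and a mean log2 fold change of 6.68 (adjusted p 2.94e-05), and so were known MLL fusion targets, with 14 of 16 genes up and a mean of 3.94 (adjusted p 6.79e-05). The lists for erythroid, megakaryocyte, B-cell, plasma-cell, T- and NK-cell, monocyte and macrophage, mast-cell, basophil and eosinophil, and stem-cell genes were lower. The erythroid list had the lowest mean log2 fold change, -9.83 (15 of 16 genes lower, adjusted p 7.90e-13). The list of miR-139 targets, with 3 genes tested and a mean of 2.49, was not called (adjusted p 0.403). The myeloid differentiation factors were lower for 4 of 4 genes, with an adjusted p of 0.0516, and were called with RLE factors (0.0494), total counts only (0.0446) and the replicate block (0.0184). The alternative that moved the list count most was an inter-gene correlation estimated per list, with which 3 lists were called and neither the HOXA cluster (adjusted p 0.0649) nor the MLL fusion targets (adjusted p 0.194) passed. At the fixed correlation, 7 of 16 splits of the samples, the real one included, gave at least as many lists.

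The comparison of Mir139KO with WT HSPCs asks whether loss of Mir139 changes the transcriptome of normal progenitors. Of 15056 genes tested, 0 were called, and 86 (0.57%) had an unadjusted p under 0.05. The groups did not overlap for 77 genes, 0.5% of those tested, where chance gives 2.86%. Within the low-share samples, 2 against 2, 1 gene was called, the immunoglobulin segment Ighv7-1, with a log2 fold change of 2.23 (SE 0.11, adjusted p 0.0409). Within the high-share samples, 2 against 2, it was Ighv3-1, with a log2 fold change of -2.15 (SE 0.31, adjusted p 0.0377) and an opposite value of 3.60 in the low-share samples. Both were chosen after their values were seen. An unadjusted p under 0.05 was found for 3279 of 15640 genes within the low-share samples, for 558 of 14699 within the high-share samples and for 536 of 15056 with the share class as a covariate. In the low-share class the Gm26917 share itself differed, at 16.99 and 17.78% in the WT against 21.29 and 21.93% in the Mir139KO libraries, so the genotype cannot be told apart from the share there. The count stayed at 0 in the other alternatives. Of the study's 27 genes, 21 were tested and 0 were called over all genes or over the list alone. Their largest absolute log2 fold change was 0.46, their smallest unadjusted p was 0.285, and 0 had an unadjusted p under 0.05. These values come from the fit that leaves out the share class, which adds to the spread within each genotype. With the share class as a covariate no study gene was called over all genes, but their unadjusted p in that fit is not given here.

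Of 16 gene lists, 5 were called between Mir139KO and WT HSPCs. Stress and early response genes were higher in 12 of 12 genes, with a mean log2 fold change of 0.70 (adjusted p 1.84e-11). Neutrophil genes were higher in 13 of 13, with a mean of 0.49 (adjusted p 1.34e-09). With 1 replicate left out, these means ranged from 0.478 to 0.886 and from 0.178 to 0.917. Both lists stayed called in all 8 such fits, but the size of the neutrophil rise depended on single libraries. The plasma-cell list was higher by 0.38 (0.264 to 0.631 with 1 replicate left out). The HOXA list, with 3 genes tested, was higher by 0.27. The HOXA list was not called after GC correction (adjusted p 0.0614), with total counts only (0.166) or with the share class as a covariate (0.0522). With 1 replicate left out, its mean ranged from 0.188 to 0.398 and its call was lost in 5 of 8 fits. T- and NK-cell genes were lower, with a mean of -0.32 (adjusted p 1.79e-06). With the inter-gene correlation estimated per list, 0 of these lists were called, and their adjusted p ranged from 0.101 to 0.214. At the fixed correlation, 3 of 8 splits of the samples, the real one included, gave at least as many lists.

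The comparison of MLL-AF9 cells with Mir139KO HSPCs asks whether the differences depend on which HSPCs serve as the reference. Of 16953 genes tested, 11741 were called, 6325 higher and 5416 lower, and 9850 (58.1%) did not overlap between the groups, where chance gives 0.95%. The alternative that moved the count most was the set of genes with a mean of at least 100 counts, with 8344 called of only 11636 tested. With total counts only, 11220 were called, of which 71.4% were higher in place of 53.9%, and the median shifted by 0.70. Against the 2 low-share Mir139KO samples alone 9311 of 18251 genes were called, and against the 2 high-share samples 10907 of 18132. Genes called against both HSPC groups numbered 10341, all in the same direction. The log2 fold changes had a Pearson r of 0.988 across the 16860 genes tested in both. The MLL-AF9 samples were shared between the comparisons, and how much of this agreement the sharing alone gives was not measured. These values therefore do not show how little the reference matters. Hpgd had a log2 fold change of 7.24 (adjusted p 8.75e-05), and 17 of the 23 study genes tested were called, over all genes and over the list alone. Large rises were in BC100530, Stfa1, Aff2 and Lipg, and the largest falls in Ank1, Ighm, Klf1, Ces2g and Car2. Among these, the smallest rise was 8.08 in Lipg and the smallest fall was -6.80 in Car2, on the log2 scale.

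The comparison of puro with neo MLL-AF9 cultures asks how much cultures with different vectors differ, and whether the cultures of a vector are independent is not stated in the labels. Of 16503 genes tested, 144 were called, 93 higher and 51 lower in puro cultures, and 2259 had an unadjusted p under 0.05. The groups did not overlap for 3255 genes, 19.7% of those tested, where chance gives 10% for 3 against 3. Deviations from the group mean correlated across genes at a mean of 0.179 between puro and neo cultures of the same number (range -0.337 to 0.47). With a replicate block, 214 genes were called. The DESeq2 test moved the count most, to 1326. Leaving out single replicates gave between 0 and 990, and with replicates 4 and 6 summed, whose log2 CPM correlated at 0.995 across genes, 5 genes were called. The largest rises were in Eya1, Ccr2, Thy1, Epha7 and Tns1, with log2 fold changes of 5.52 to 6.86. Large falls were in Peg10, Camp, Nckap5 and Me1, with log2 fold changes of -5.36 to -3.53. Epha7 (ENSMUSG00000028289, chromosome 4) rose from 2.18 ± 0.906 CPM (SD, n = 3) to 144 ± 21.8 CPM (SD, n = 3), with an adjusted p of 6.94e-03. Of these genes, only Epha7 was called with replicates 4 and 6 summed. Of the 23 study genes tested, 0 were called over all genes, 7 had an unadjusted p under 0.05, and 1, Cebpa, was called over the list alone, with a log2 fold change of 1.58 (SE 0.30, adjusted p 0.0336 over the list and 0.079 over all genes).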

Values the study reported

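The study reports that qPCR found both mature strands of miR-139 down by more than 60% in MLL-AF9 cells. It describes the transcriptomes and proteomes of WT and Mir139KO HSPCs as not distinguishable. From RNA-seq of MLL-AF9 cells and WT HSPCs, it reports no change of Pde2a. Because Pde2a was not measurable from the counts used here, that result could not be checked. It names HPGD as the protein with the largest rise in MLL-AF9 cells, and lists the myeloid factors Cebpa, Csf1r, Csf3r and Id2 among the genes that were lower.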

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

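Among the tests in this part, those of counting error and of library depth, the share of mt-Co1 in the other libraries and the GC trend between puro and neo cultures were chosen only after the result was seen, as was the test for cells of female origin. A far sample was looked for in 86 results of groups with 4 or 6 samples, and 3 samples were far from the others. Chance alone gives about 1 in 20, so the number of far samples is no more than chance gives. The number leaves aside how far each sample lay, so it does not show that any single one is due to chance. The sum of Y-linked genes was added to this search after its values were seen.

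MLL-AF9 replicate 5 lay far from the other MLL-AF9 libraries in the summed expression of Y-linked genes, at -0.6064 log2 CPM against 8.15 to 8.73 in the other 5. The counts were 0 for Kdm5d and Eif2s3y, 3 for Ddx3y and 5 for Uty. If the culture came from a female mouse, X-linked genes that escape inactivation would also be higher, whereas loss of the Y chromosome would leave them as they were. The median log2 ratio of 5 such genes between replicate 5 and the mean of the other cultures was 1.10, at percentile 99.95 of 10000 expression-matched random lists, and 4 of the 5 were higher in replicate 5 than in each other MLL-AF9 library. This is consistent with a culture from female cells, which is a hypothesis found and tested on the same data. The labels give no sex, a mislabelled sample was not tested for, and a biological explanation was not tested.

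Mitochondrially encoded genes took 2.345% of the counts in MLL-AF9 replicate 1, against 1.05 to 1.46% in the other 5 MLL-AF9 libraries. Depth gave no explanation, because the 37786643 counts of replicate 1 lay within the range of the others. Of the excess, 74.2% came from mt-Co1, 1 of 37 mitochondrial genes. This gene held 65.9% of the mitochondrial counts in replicate 1 and 50.2 to 65% in the others, and without it the mitochondrial share was still highest in replicate 1, at 0.799% against 0.381 to 0.672%, so its part of the excess does not point to that gene alone. Reads from nuclear copies of mt-Co1 were not tested, and the design gives no group by which to test a biological explanation.

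Cdkn2a in WT HSPC replicate 4 was at -0.1381 log2 CPM, against -0.78 to -0.70 in the other 3 WT HSPC libraries. This rests on 11 counts against 3 to 5. The exact two-sided binomial p, given the depth of the libraries, was 0.0127. This p is not corrected for the choice of the farthest sample from 86 results, of which a few are far by chance, and counting error leaves out the spread between mice, so it does not decide between them. No biological explanation was tested.

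The effect of MLL-AF9 on Cebpa was flagged as differing between the vectors. Puro cultures were higher than neo cultures by 1.575 on the log2 scale, in 3 of 3 puro samples against each of the 3 neo samples, and both vectors were compared with the same WT HSPCs. The edgeR adjusted p of this difference was 0.0336 over the 23 study genes tested and 0.079 over all genes, so it failed the correction over all genes. Over 19 alternatives the adjusted p over all genes ranged from 5.2e-04 to 0.312, and it was under 0.05 in 6 of them. In edgeR these were the replicate block (0.0448), GC correction (0.0342), both together (0.0397), all 14 samples (0.0364) and 1 fit without a replicate. The DESeq2 test was the other. The difference was 1.46 after GC correction, and the fold changes of all genes between puro and neo cultures hardly followed GC content, with a Spearman rho of 0.059 across genes before and -0.019 after the correction, so there was little GC bias to correct. MLL-AF9 replicates 4 and 6 were nearly the same, and with them summed into 1 sample the adjusted p over the study genes was 0.0903. The sum also leaves 2 puro samples in place of 3, which by itself can raise p, so this does not show that the difference comes from counting these cultures as 2 samples. Csf1r, Gata2 and Hpgd, chosen after their values were seen, had larger puro over neo differences without overlap. These were 3.23, 2.90 and 2.82 on the log2 scale. Under the main settings none of these 3 genes was called over the study genes or over all genes.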

How the results depend on the processing

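In this part, the GC correction, the settings by Gm26917 share, the omission of Gm26917 and the sum of replicates 4 and 6 were chosen after seeing the data. The settings for single gene lists between Mir139KO and WT HSPCs cover 7 lists chosen after their results were seen, and puro and neo values of Hpgd, Cebpa, Csf1r and Gata2 were also picked after they were seen. The other count table and, for Mir139KO against WT HSPCs, the stricter thresholds could not move a result.

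The number of genes called in MLL-AF9 vs WT HSPCs stayed within 1.5 times of 10630 in all alternatives run, between 7561 and 12155, and between 9361 and 10722 across the 10 fits that each left out 1 replicate. The replicate block gave 9300. The number in MLL-AF9 vs Mir139KO HSPCs stayed between 8344 and 13325 around 11741, between 10868 and 11556 with 1 replicate left out, and was 11455 with the replicate block. A count does not show that the same genes were called: of the 10630 genes, 8219 were called in the same direction after GC correction, 7055 against the low-share and 9429 against the high-share WT samples, and 8721 with total counts only.

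In Mir139KO vs WT HSPCs the count was 0 (86 genes at an unadjusted p under 0.05), 0 across the 8 fits that left out 1 replicate, 0 with the replicate block and 0 with GC correction, where 174 genes had an unadjusted p under 0.05. With the share class as a covariate the count was 0 and 536 genes had an unadjusted p under 0.05. It was 1 within the low-share and 1 within the high-share samples, different genes, with 3279 and 558 genes at an unadjusted p under 0.05, and the cause was not tested. Simulated data with 4 samples against 4 gave 200 of 200 changed genes, but at a set spread and without share classes. In the real comparison the SE of the study genes ranged from 0.21 for Rbbp4 to 0.65 for Eif4g2 on the log2 scale. The simulation therefore does not show that a change of the simulated size would have been called in these samples.

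The count of MLL-AF9 puro vs MLL-AF9 neo was the least steady. Against 144, it was 13 at an adjusted p under 0.01, 1326 with the DESeq2 Wald test, 221 with no filter on low counts, 761 with all 14 samples in a single fit, 270 with the replicate block and GC correction, and 5 with replicates 4 and 6 summed. It ranged from 0 to 990 across the 6 fits that each left out 1 replicate, where every fit lay outside 1.5 times of 144. The replicate block gave 214. The number of study genes called moved from 0 to 4 with the DESeq2 Wald test, 4 with all 14 samples, 2 with the replicate block, with or without GC correction, and 1 with GC correction alone. The cause was not tested.

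The gene lists depended on the inter-gene correlation. Estimated per list, it left 3 of 10 lists called in MLL-AF9 vs WT HSPCs and 0 of 5 in Mir139KO vs WT HSPCs, and the cause was not tested. With 1 replicate left out, the lists called ranged from 10 to 12 and from 4 to 9.

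Genes without a call often changed sign in MLL-AF9 vs WT HSPCs, and the cause was not tested. With total counts only, where the median of all genes shifted by 0.58, Elavl1 was at 0.442, Polr2m at 0.349 and Ezh2 at 0.372. With limma-voom, Elavl1 was at 0.007 and Ezh2 at 0.205; with a mean of at least 100 counts, 0.005 and 0.031; with all 14 samples, 0.011 and 0.016. The replicate block gave 0.005 for Elavl1, -0.063 for Ezh1 and 0.224 for Ezh2. With neo samples only, Elavl1 was at 0.115, Polr2m at 0.089, Ezh1 at -0.256 and Ezh2 at 0.227, and with puro samples only Eif4g2 was at -0.301. After GC correction, Eif4g2 was at -0.552, Polr2m at 0.202 and Mllt3 at -0.331, and with the replicate block added they were at -0.445, 0.134 and -0.230. Against low-share WT samples, Eif4g2 was at -0.557 and Eed at -0.280. Against high-share WT samples, Elavl1 was at 0.449, Polr2m at 0.687, Ezh1 at -0.102 and Ezh2 at 1.108, the only one of these values with an adjusted p under 0.05 (0.0305). With replicates 4 and 6 summed, Elavl1 was at 0.082, Polr2m at 0.060 and Ezh2 at 0.092. With 1 replicate left out, the values ranged from -0.100 to 0.695 for Eif4g2, -0.199 to 0.142 for Elavl1, -0.297 to 0.255 for Polr2m, -0.009 to 0.274 for Ezh1 and -0.313 to 0.298 for Ezh2.

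In Mir139KO vs WT HSPCs, the mean of the proposed miR-139 targets changed from -0.102 to 0.036 with the replicate block, 0.098 with GC correction and 0.028 with the share class as a covariate, and that of the MLL fusion targets from -0.058 to 0.014 with GC correction. With 1 replicate left out they ranged from -0.347 to 0.149 and from -0.191 to 0.162. The cause was not tested.

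Among the other values of single genes outside the fits that left out a replicate, 890 kept direction and side of the threshold, 25 were weaker and 28 stronger. Among those of single lists, 169 kept both, 15 were weaker and 9 stronger. Mir139, Pde2a and Itgam had at most 6 counts in a library, too few to compare the groups.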

Other observations

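The tests on Gm26917 share, on GC content, on gene span, on how genes were counted, on replicates 4 and 6 and on Gm45837 were chosen only after the result was seen. The counts of other splits were planned, although for Mir139KO vs WT HSPCs the number of genes was already known.

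Of the splits of the 10 samples of MLL-AF9 vs WT HSPCs that part as many same-numbered pairs, 1 of 16, the real one, gave as many as 10630 genes. The smallest share these splits can give is above 0.05, so these 16 alone cannot tell the grouping from chance. A further 23 splits, which part fewer of these pairs, were drawn from the others, and 0 of them gave as many, with at most 1390 genes. In MLL-AF9 vs Mir139KO HSPCs, 1 of 16 such splits gave as many as 11741. In Mir139KO vs WT HSPCs 8 of 8 splits gave at least the 0 genes observed (86 at an unadjusted p under 0.05), which could not have come out otherwise. Of all 35 splits of the 8 HSPC samples, the split that follows the Gm26917 share gave 10580 genes and the others gave 0. In MLL-AF9 puro vs MLL-AF9 neo, 1 of 4 splits gave as many as 144 genes. Of all 10 splits, 2 did, and the other reached 4631, so the vectors did not stand apart from other splits of these 6 samples.

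For the gene lists, 7 of 16 splits, the real one included, gave at least the 10 lists called in MLL-AF9 vs WT HSPCs, and 3 of 8 splits gave at least the 5 called in Mir139KO vs WT HSPCs. Of all splits run, 10 of 39 and 16 of 35 did. The number of lists called therefore did not stand apart from that of other splits, although the splits mix samples of different groups and share classes.

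The HSPC libraries of each genotype fell into 2 with a low and 2 with a high Gm26917 share. If GC content bias were behind this, the difference between high-share and low-share libraries would follow the GC content of transcripts. Spearman rho across genes was 0.724 in WT and 0.714 in Mir139KO HSPCs. With gene span it was -0.43 and -0.382, and span and GC content were not separated here. The differences of the genotypes correlated with each other at a Pearson r of 0.863 across genes, which are not independent replicates. Library depth was no explanation, with an exact two-sided permutation p of 0.857 over 70 splits. If Gm26917 alone displaced other counts, the other genes would keep their ratios. Their spread between share classes was at least 2.22 times that within classes, so displacement does not account for the pattern. A GC bias that arose in library preparation is a candidate explanation, but a difference between the animals cannot be told apart from it, because the labels give no batch.

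The same bias may enter the comparison of MLL-AF9 cells with WT HSPCs. After GC correction, 77.3% of the called genes kept their call and direction, and 47 were called in the opposite direction. Against the low-share WT samples alone, 66.4% did, and 0 were called in the opposite direction. Against the high-share WT samples alone, 88.7% did, and with 2 WT samples of different share classes, 72.8 to 76% did in 4 such fits, so at the same number of WT samples the calls kept differed with the share class. The low-share WT libraries still had a higher Gm26917 share than the MLL-AF9 libraries, and the fold changes against them still followed GC content, with a rho of -0.23, so these fits do not rule out the share as a part of the differences. The partial Spearman rho of the log2 fold change with gene span, given GC content, was 0.215 across genes, so a bias by gene span left after GC content cannot be ruled out as a part of the differences. Because the MLL-AF9 cells were cultured and the HSPCs, as the labels were read, were lysed after isolation, culture and fusion gene cannot be told apart either.

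Many protein-coding genes were listed at 0 in all libraries. Of 1261 genes with no base of their span free of other genes, 97.4% were at 0, against 12.8% of the 20361 genes with over 200 free bases. If exons had been counted, genes with over 500 exon bases free of other exons but no free span base would have counts, yet 98.2% of 1067 were at 0. If counting had been by strand, genes free on their own strand would have counts, yet 97.7% of 752 were at 0. This is consistent with counting over whole gene spans without regard to strand, with reads on shared bases dropped. Mir139 is a gene with no free span base. Pde2a and Itgam have 8 and 43 free bases, so they are close to this class but not in it. The lack of free bases may be why these genes had no or few counts.

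Gm45837 (ENSMUSG00000030653, 101410886 to 101512819 on chromosome 7), an annotated gene that overlaps Pde2a on the same strand and was chosen after its values were seen, had 1.57 ± 0.347 CPM in WT HSPCs (SD, n = 4) and 15.7 ± 5.71 CPM in MLL-AF9 cells (SD, n = 6), a log2 fold change of 3.33 (edgeR adjusted p 3.70e-05). Only 8.9% of its span is free of other genes. If reads on shared bases were dropped, its counts come from that part, so this share does not show that they are reads of Pde2a, and the source of the rise was not found.

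MLL-AF9 replicates 4 and 6 were nearly the same, with a Pearson r of 0.995 across genes. If both were the same library, the counts would differ by sampling alone. The median chi-square per gene was 2.48 times its sampling value, so they are not 2 draws from the same library by this test. The other 14 pairs had medians of 8.10 to 44.69 against 0.455 under sampling. Whether they are independent cultures is not stated in the labels.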
